A study of Bos taurus with 81 samples.

How the data were processed

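Bovine oocytes and in vitro produced embryos were profiled by CUT&Tag, in which an antibody tethers a transposase to a histone mark so that DNA near the mark is cut and tagged, and by ATAC-seq, in which the transposase tags open chromatin without an antibody. CUT&Tag was done for H3K4me3, H3K27ac, H3K27me3 and H3K9me3. The groups were germinal vesicle oocytes (GV), embryos with 2, 4 and 8 cells (2C, 4C and 8C), 8-cell embryos grown with the transcription inhibitor α-amanitin (8A), morulae (MO), whole blastocysts (BL), and the inner cell mass (ICM) and trophectoderm (TE) isolated from blastocysts. Each mark had 2 libraries in each of the 9 groups, which makes 72 libraries. ATAC-seq covered BL, ICM and TE with 3 libraries each. All 81 libraries were assigned to a group and a replicate number from their titles.

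One peak list per library was deposited, so peaks had been called by the authors on each library separately. Per the submitters' processing notes, the tools included Trim Galore 0.4.0, cutadapt 1.8.3, BWA 0.7.9a, Picard 2.26.10, SAMtools 1.9 and SICER, with the ARS-UCD1.2 build of the cattle genome. The deposited lists themselves are named for epic2, another caller, so which of these callers made them was not settled. The peak cutoff, the use of a control library and the handling of duplicate or ambiguously aligned reads are not given in the sources used here. The lists hold chromosome, start, end, a peak name and a whole number per peak. That number is a score whose name the deposited lists do not give. It has the form of a count per peak, but its meaning was not established. It was used to rank peaks within one list and for the depth stand-in below. The score rose with peak width, with rank correlations within lists of 0.763 to 0.965, so lists shortened by score favour wide peaks. Peak edges lay on a 50 bp grid in the ATAC, H3K4me3 and H3K27ac lists, where neighbouring peaks were at least 100 bp apart. The grid step was 200 bp in the H3K27me3 and H3K9me3 lists, where the smallest gap was 1200 bp. Peak widths are therefore not comparable between these 2 sets of assays. The lists gave no library totals, so sequencing depth was unknown, and a longer list may stem from deeper sequencing or from a wider mark. As a rough stand-in for depth, the 1st percentile of the score per 200 bp of peak was taken. This floor would rise with depth if the score is a count, but it also moved with peak width.

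Peaks on the 29 autosomes and X were analysed, and peaks on unplaced scaffolds entered as an alternative. The lists contained no peak on Y or on the mitochondrial genome. Whether the reference held a Y sequence was not checked, so this says nothing of embryo sex. Covered length was the number of bases under peaks. The broad share was the percentage of covered length in peaks of 5 kb or more. Similarity of lists was the Jaccard index, the bases shared by a pair of lists divided by the bases covered by either. A 5 kb bin of the genome was called marked where at least 50% of it was covered. Bins were said to differ between groups where every library of one group and no library of the other was marked. Expected overlap of a pair of marks was the product of their covered shares of the placed sequence, which was taken as 2627 Mb from the highest peak end on each chromosome. For the ratio of X to autosomes, the covered percentage of X was divided by that of the autosomes. All values were computed with Python 3.11.15, NumPy 2.4.6 and pandas 2.3.3.

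Differences over the stages were tested per assay over the 8 groups grown without inhibitor, on log2 covered length, on the broad share and on similarity within against between groups. These permutation tests used 100000 resamples of the labels for the marks and all arrangements for ATAC, and Benjamini-Hochberg adjustment over the 5 assays of a measure. A pair of groups of 2 libraries cannot give an exact two-sided p below 0.333, so group pairs were tested jointly. For these, the within-group minus between-group Jaccard index was summed over the 4 marks, or over the 5 assays for ICM against TE, and compared exactly with all combinations of label arrangements, one-sided. Comparisons of similarity to one group minus similarity to another, and the match of ATAC to the marks, were exact and two-sided. Adjustment was over these 10 joint tests. A joint test says that groups differ over the sum of the assays and not which assay differs. For single assays the values and the spread of replicates are given. The pooled SD of log2 covered length over all groups of an assay served as the yardstick for a covered length ratio.

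The measures, tests, alternatives and rules for named regions were fixed before the data were examined, with the exceptions given here. The design also held the occupancy of promoters within 1 kb, the share of repeats, promoters that differ between groups, promoters with both H3K4me3 and H3K27me3, and a fixed list of genes. These were not analysed here, because the annotation at hand was of the ARS-UCD2.0 assembly and the peaks are on another build. Bins of 5 kb took the place of promoters, and bases covered by both marks took the place of promoters with both marks; both were chosen after the files had been seen. Gene names, exons and introns are for this reason not given for any region. Named regions were, for each assay, the longest stretch covered in all libraries of one group and in none of the other, and for each mark the longest stretch covered in both GV libraries. Coordinates are 1-based on ARS-UCD1.2.

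The alternatives were the upper 50% of each list by score, joining of peaks less than 3 kb apart, autosomes only, all sequences with scaffolds, lists trimmed from the top score to the shortest covered length of the assay, 5 kb bins in place of bases, 10 kb as the limit of a broad peak, median width in place of the broad share, labels permuted within replicate numbers, and leaving out each library in turn. The trimmed lists hold 38.7 Mb for H3K4me3, 44.0 Mb for H3K27ac, 116 Mb for H3K27me3, 105 Mb for H3K9me3 and 82.8 Mb for ATAC. The bin and permutation steps were tested on simulated data. Among 525425 bins, 141 of 200 bins planted in one group of 2 libraries drawn around an H3K27me3 list were recovered where 72.2% was the share the simulation allowed. In that run 534 bins that had not been planted separated in one direction and 579 in the other, more than were planted, so a separated bin of 2 libraries against 2 is weak evidence by itself. For 3 libraries drawn around an ATAC list, 124 of 200 were recovered, with 4 and 6 unplanted bins. The other groupings of the real ICM and TE ATAC libraries gave 28 to 117 separated bins. This simulation thus understates how many bins separate without a group difference in these data. The joint test over 4 marks gave p below 0.05 in 4.75% of 400 runs without a difference.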

Results

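The series followed H3K4me3 and H3K27ac, marks of active promoters and enhancers, and H3K27me3 and H3K9me3, marks of repressed chromatin, from the bovine oocyte to the blastocyst. Embryos were collected at 32 h (2C), 44 h (4C), 56 h (8C and 8A), 122 h (MO) and 172 h (BL) after insemination. The 8A embryos had been cultured with 50 μg/ml α-amanitin, which blocks RNA polymerase II, to ask how far chromatin at the 8-cell stage depends on transcription. About 500 oocytes or 1000 to 1500 blastomeres went into each library. Each mark had 2 libraries per group and ATAC-seq had 3, and the 81 deposited lists held 4930009 peaks. A list held 22745 to 185272 peaks for H3K4me3, 60270 to 163589 for H3K27ac, 14438 to 31472 for H3K27me3, 11209 to 23813 for H3K9me3 and 100390 to 154483 for ATAC. Sequencing depth was unknown, so covered lengths are those of the lists as called.

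The first question was how the extent of each mark changed over development. H3K4me3 covered 162 Mb ± 25.3 (SD, n = 2) in GV oocytes, 115 Mb ± 1.37 at 2C, 104 Mb ± 10.96 at 4C and 92.7 Mb ± 31.6 at 8C. It covered 47.2 Mb ± 3.48 at MO and 49.8 Mb ± 2.92 at BL, with 39.2 Mb ± 0.641 in ICM and 47.1 Mb ± 1.30 in TE. The 8 control groups differed (permutation test, p = 0.00025, adjusted p = 0.000417). Leaving out single libraries moved this p most, to values from 2e-05 (without 8C replicate 2) to 0.00286 (without GV replicate 2).

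H3K27ac did not follow a single trend. It covered 137 Mb ± 11.1 (SD, n = 2) in GV oocytes, 62.0 Mb ± 9.04 at 2C and 44.3 Mb ± 0.402 at 4C. Coverage was 91.6 Mb ± 0.849 at 8C and 117 Mb ± 1.81 at MO, and 53.2 Mb ± 4.39 at BL. The groups differed (permutation test, p = 1e-05, the smallest p the resamples can give, adjusted p = 5e-05). The step from 4C to 8C was a log2 ratio of 1.05, which was 10.98 times the pooled replicate SD of 0.0956.

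H3K27me3 covered 248 Mb ± 1.21 (SD, n = 2) in GV oocytes and 127 Mb ± 15.3 at 2C. It stayed between 143 Mb and 162 Mb in the means of 4C, 8C and MO, and reached 287 Mb ± 9.44 at BL. The groups differed (permutation test, p = 2e-05, adjusted p = 5e-05). H3K9me3 covered 196 Mb ± 1.78 in GV oocytes, 130 Mb ± 0.313 at 2C, 174 Mb ± 9.90 at 4C, 173 Mb ± 0.393 at 8C, 139 Mb ± 21.6 at MO and 126 Mb ± 26.2 at BL. Its stage difference was closest to the threshold (permutation test, p = 0.0272, adjusted p = 0.0339), and p rose to 0.0723 and 0.0684 when GV replicate 1 or 2 was left out and to 0.0550 and 0.0551 without 2C replicate 1 or 2. ATAC covered 102 Mb ± 18.3 in BL, 88.5 Mb ± 8.78 in ICM and 89.9 Mb ± 8.51 in TE (n = 3 each), and no difference was found (exact permutation test, p = 0.425).

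**Figure D1:**
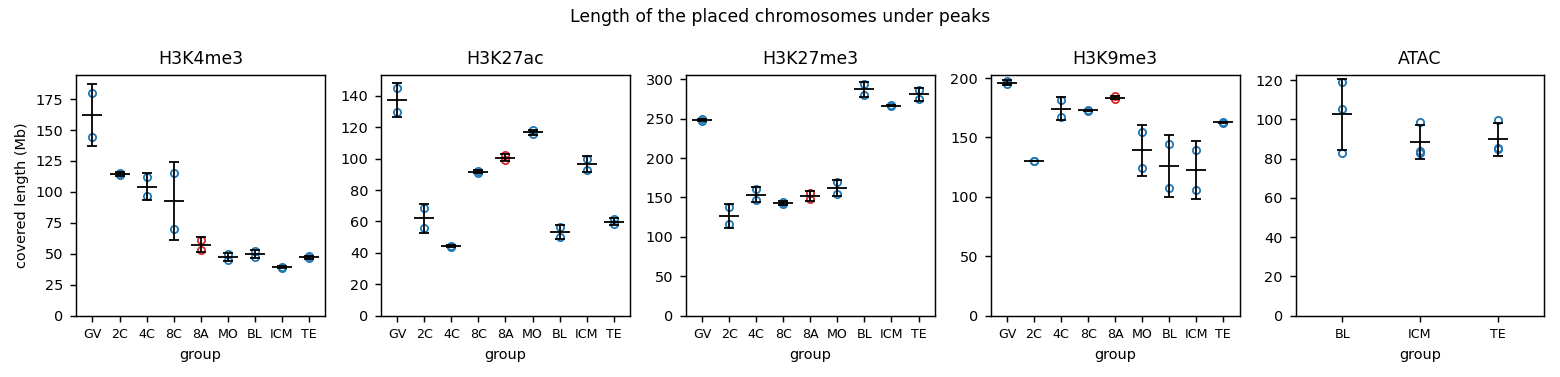
Covered length in Mb (vertical axis, starting at 0) by group (horizontal axis) for each assay, with libraries as open circles (8A in red) and bars for the mean ± SD. The H3K4me3 mean fell from 162 Mb in GV to 49.8 Mb in BL, while the H3K27me3 mean was 287 Mb in BL.

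Peak width was compared because broad H3K4me3 domains have been described in oocytes. The share of H3K4me3 length in peaks of 5 kb or more was 1.15% ± 0.746 (SD, n = 2) in GV oocytes, 2.44% ± 0.229 at 2C, 2.07% ± 0.615 at 4C and 5.63% ± 2.98 at 8C. It was 7.09% ± 1.89 at MO, 10.0% ± 0.105 at BL, 7.90% ± 0.00425 in ICM and 10.5% ± 0.547 in TE. The groups differed (permutation test, p = 0.00149, adjusted p = 0.00372). A limit of 10 kb gave p = 0.0553 by the same permutation test. Joining peaks less than 3 kb apart moved the shares most and turned the order of the stages around, with 68.2% ± 2.99 in GV oocytes, 61.8% ± 0.741 at 2C, 32.1% ± 2.19 at MO and 44.4% ± 1.11 at BL (permutation test, p = 1e-05, the smallest possible). Whether H3K4me3 was broader in oocytes or in blastocysts therefore depended on how peaks were joined. The longest stretch covered by H3K4me3 in both GV libraries was 16.1 kb long (X, 84657451 to 84673600). Peaks of nearly this length on X were also the longest in H3K27ac lists of 2C (16100 bp in both replicates) and 4C replicate 1 (16150 bp). The longest autosomal peaks of those lists were 7100, 7900 and 6550 bp. Their positions were not compared, so this stretch need not be specific to H3K4me3 or to oocytes.

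For H3K27ac the broad share was 2.67% ± 0.714 (SD, n = 2) in GV oocytes, 0.0848% ± 0.00994 at 4C, 2.904% ± 0.445 at 8C, 5.42% ± 0.278 at BL and 9.82% ± 0.223 in ICM. Joining peaks less than 3 kb apart put GV oocytes (67.8% ± 1.39) above 8C (57.3% ± 0.775) and BL (55.1% ± 0.272) and level with ICM (68.4% ± 0.123). The groups differed (permutation test, p = 1e-05, the smallest possible, adjusted p = 5e-05). Group means were 80.3% to 94.9% for H3K27me3, where no stage difference was found (permutation test, p = 0.155, adjusted p = 0.194), although a limit of 10 kb gave one (p = 0.0173, permutation test). H3K9me3 means of the control groups ranged from 76.6% at BL to 96.6% at 8C (permutation test, p = 0.0210, adjusted p = 0.0349), with p = 0.0503 without BL replicate 1. In ATAC the broad share was below 1% in each group mean (exact permutation test, p = 0.582). The longest stretches common to both GV libraries were 17.7 kb for H3K27ac (chromosome 10, 80308401 to 80326100), 126 kb for H3K27me3 (chromosome 16, 239201 to 364800) and 189 kb for H3K9me3 (chromosome 18, 8050601 to 8239400).

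**Figure D2:**
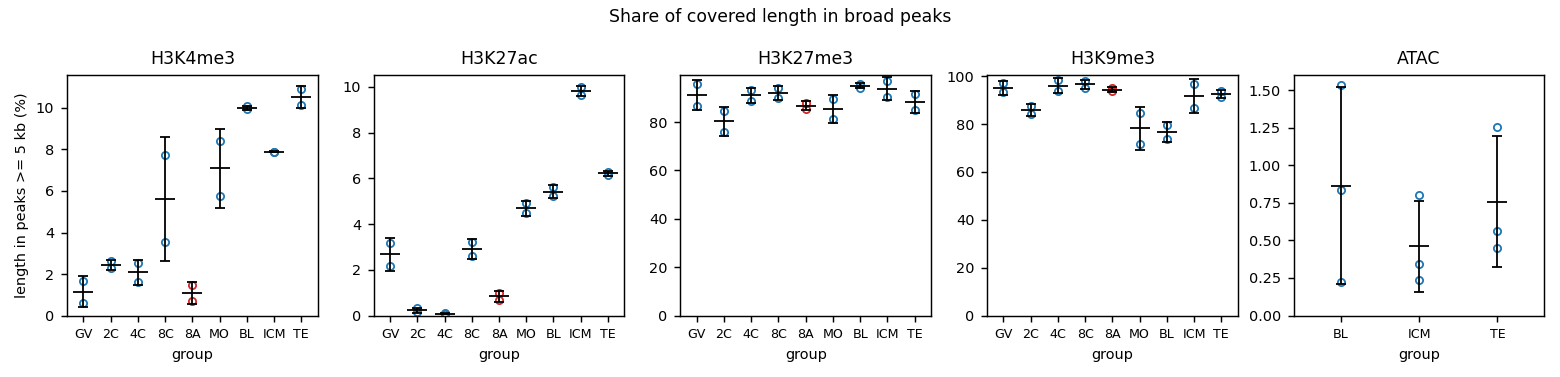
Percentage of covered length in peaks of 5 kb or more (vertical axis, starting at 0, with its own scale per assay) by group (horizontal axis), with libraries as open circles (8A in red) and bars for the mean ± SD. H3K4me3 libraries lay between 0.620% and 2.60% up to 4C, while H3K27me3 group means were above 80%.

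The location of the marks was compared by the Jaccard index. Replicate libraries shared 0.508 to 0.781 of their combined length for H3K4me3 over the control groups, 0.283 to 0.692 for H3K27ac, 0.541 to 0.776 for H3K27me3, 0.528 to 0.672 for H3K9me3 and 0.564 to 0.654 for ATAC library pairs. Within-group similarity exceeded between-group similarity in every assay. The mean difference was 0.312 for H3K4me3, 0.362 for H3K27ac, 0.404 for H3K27me3, 0.360 for H3K9me3 and 0.112 for ATAC. For each mark the permutation p was 1e-05, the smallest the resamples can give (adjusted p = 1.25e-05), and for ATAC the exact permutation p was 0.00357, the smallest the 9 libraries allow. The ATAC exact permutation p was 0.00714 over 5 kb bins.

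Successive stages were then compared over the 4 marks jointly. GV and 2C, 2C and 4C, 4C and 8C, 8C and MO, and MO and BL each gave an exact permutation p of 0.0123, the smallest this design allows (adjusted p = 0.0137). In every mark the real grouping separated the libraries more than both other groupings of the 4. The summed separation was largest from 8C to MO (1.76), followed by MO to BL (1.17), GV to 2C (0.982), 4C to 8C (0.384) and 2C to 4C (0.302). The 8C to MO step was also the largest in each mark, at 0.336 (H3K4me3), 0.383 (H3K27ac), 0.535 (H3K27me3) and 0.504 (H3K9me3). Lists of H3K27me3 and H3K9me3 at 8C overlapped closely, with a mean Jaccard index of 0.596 between the marks. Their terms in the sum may therefore not be independent. Among steps with known times, the wait between collections was longest from 8C to MO, so the order does not compare rates of change. From 8C to MO the mean Jaccard index between groups was 0.301 for H3K4me3, 0.153 for H3K27ac, 0.142 for H3K27me3 and 0.147 for H3K9me3, against within-group means of 0.637, 0.535, 0.676 and 0.651. Between GV and 2C it was 0.437, 0.154, 0.166 and 0.406 in the same order.

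Separated 5 kb bins were counted for the same steps, and their order of size was not always that of the summed separation. The H3K27me3 total was 36567 from GV to 2C, 35728 from 8C to MO and 26046 from MO to BL. For H3K27me3, 27795 bins marked in both GV libraries were unmarked in both 2C libraries and 8772 changed the other way; the highest total of the other groupings of these 4 libraries was 1020. From 8C to MO H3K27me3 lost 15975 and gained 19753 bins, with 349 as the highest other total. H3K9me3 lost 20468 and gained 13654 at that step, against 487. H3K27ac lost 11760 and gained 953 bins from GV to 2C, and lost 145 and gained 6540 from 4C to 8C, against 173 and 41. H3K4me3 changed least from 2C to 4C, with 975 lost and 266 gained bins against 839 for another grouping of the libraries. From 4C to 8C the totals were also close to those of another grouping for H3K4me3 (2096 against 1467) and H3K9me3 (3205 against 2331). With 3 groupings of 4 libraries, chance makes the real one the highest in 33.3% of cases, so these counts carry no test of their own.

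**Figure D3:**
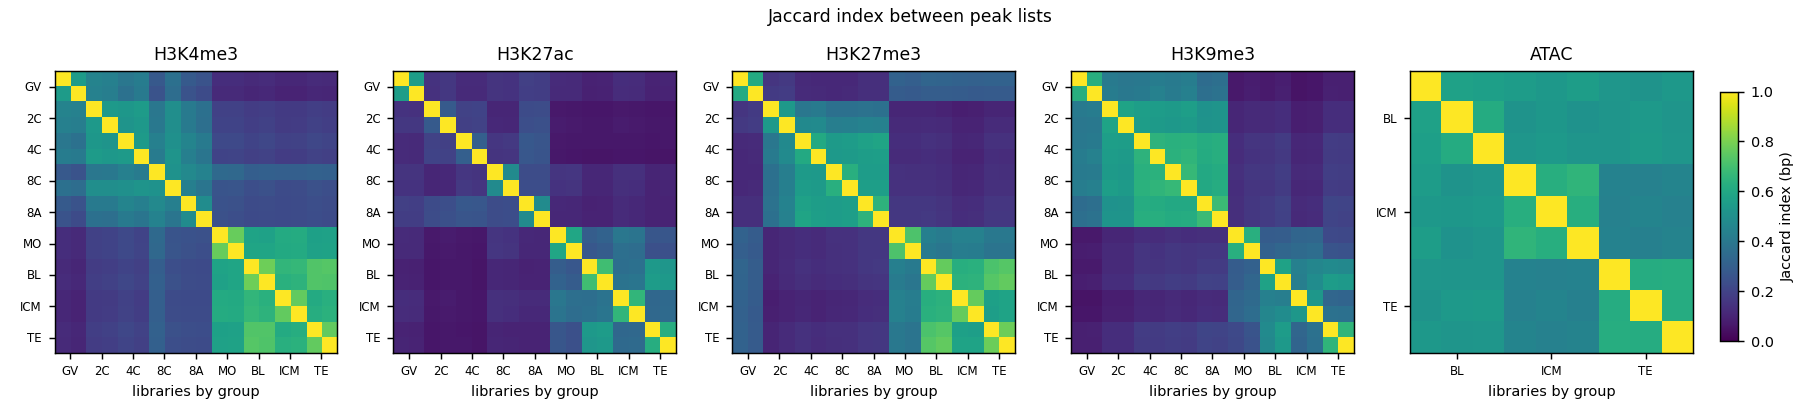
Jaccard index between each pair of libraries of an assay (colour, 0 to 1), with libraries ordered by group on both axes, 2 per group for the marks and 3 for ATAC. H3K27me3 and H3K9me3 lists of 2C to 8A resemble one another and differ from those of MO to TE.

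The 8-cell libraries of H3K4me3 had the widest spread of covered length among the groups of this mark. Replicate 1 covered 70.3 Mb and replicate 2 covered 115 Mb. Replicate 1 was closer to MO (mean Jaccard index 0.340 against 0.262 for replicate 2), and replicate 2 was closer to 4C (0.510 against 0.426). In lists trimmed to one covered length the indices to MO were 0.414 and 0.321 and those to 4C were 0.450 and 0.452.

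Embryos cultured with α-amanitin were compared with control 8-cell embryos to see which changes need transcription. The groups separated over the 4 marks (exact permutation test, p = 0.0123, the smallest possible, adjusted p = 0.0137). The mean Jaccard index between 8A and 8C was 0.433 for H3K4me3, 0.235 for H3K27ac, 0.556 for H3K27me3 and 0.610 for H3K9me3, and the within-group means were 0.497, 0.480, 0.639 and 0.677. H3K4me3 covered 57.3 Mb ± 5.90 (SD, n = 2) in 8A and 92.7 Mb ± 31.6 in 8C, a log2 ratio of -0.69 or 3.42 pooled SDs. That ratio was -1.01 without 8C replicate 1 and -0.30 without 8C replicate 2, so its size rested on single libraries. H3K27ac covered 101 Mb ± 2.17 in 8A and 91.6 Mb ± 0.849 in 8C (log2 ratio 0.14, 1.42 pooled SDs). The log2 ratios were 0.09 for H3K27me3 (1.13 pooled SDs) and 0.09 for H3K9me3 (0.550 pooled SDs). With 2 libraries against 2 no single mark can reach an exact two-sided p below 0.333, which each of these 4 comparisons gave.

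The bins that separated 8A from 8C lay almost wholly on one side for H3K4me3, where 2568 bins were marked only in 8C and 29 only in 8A. The highest count of the other groupings was 722. For H3K27ac the counts were 4380 in 8C and 3112 in 8A, against 222, but the side with more bins changed when any covered base marked a bin, with 14603 in 8C and 30763 in 8A. H3K27me3 gave 2187 and 3327, against 1540, and H3K9me3 gave 2036 and 3392, against 1744. In trimmed lists the H3K4me3 counts were 1204 in 8C and 259 in 8A, and the sides were near even for H3K27me3 (2076 in 8C and 2217 in 8A) and H3K9me3 (1616 and 1703). The longest stretches were an H3K27ac stretch of 14.1 kb found only in 8A (chromosome 19, 9286301 to 9300350) and one of 7.85 kb only in 8C (chromosome 15, 53972801 to 53980650). For H3K4me3 they were 1.00 kb only in 8A (chromosome 16, 80778601 to 80779600) and 3.55 kb only in 8C (chromosome 16, 34906751 to 34910300). H3K27me3 gave 17.4 kb in 8A (chromosome 13, 57743201 to 57760600) and 16.4 kb in 8C (chromosome 10, 89725601 to 89742000). H3K9me3 gave 25.0 kb in 8A (chromosome 19, 12948401 to 12973400) and 20.2 kb in 8C (chromosome 8, 105619801 to 105640000).

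Whether 8A stayed closer to the 4-cell stage was tested next. Similarity of 8A to 4C minus similarity to 8C, summed over the 4 marks, was 0.0459, and no difference was found (exact two-sided permutation test, p = 0.168). The difference was -0.0119 for H3K4me3, 0.0328 for H3K27ac, 0.0126 for H3K27me3 and 0.0123 for H3K9me3. In trimmed lists the sum was 0.114 (exact permutation p = 0.00463), with H3K4me3 at 0.0441. It was 0.0697 without H3K4me3 8C replicate 1 (exact permutation p = 0.0154) and -0.0327 over 5 kb bins (exact permutation p = 0.738).

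Bins gained at the 8-cell stage were followed in 8A. Of 6540 bins marked by H3K27ac in both 8C and in no 4C library, 22.2% were marked in both 8A libraries and 66.7% in neither. Of 1277 such H3K4me3 bins, 0.705% were marked in both 8A libraries and 94.3% in neither. A bin counts as marked only where at least 50% of it is covered, and peak width differed between groups. Group means of the median width for H3K27ac were 450 bp at 4C, 875 bp at 8C and 650 bp in 8A. For H3K4me3 they were 725 bp at 8C and 525 bp in 8A. An unmarked bin may therefore hold narrower peaks, and these shares do not show that the mark was absent. The H3K4me3 bins lost from 4C to 8C were also mostly unmarked in 8A, with 2.93% of 819 marked in both 8A libraries and 85.1% in neither. From 4C to 8A this mark lost 2967 bins and gained 10. Of the 145 H3K27ac bins lost from 4C to 8C, 91.0% were marked in both 8A libraries and 3.45% in neither. From 4C to 8A, H3K27ac lost 14 bins and gained 4673, with 40 as the highest total of another grouping. Of the gained bins, 1452 were also gained from 4C to 8C. To allow for the choice of bins on the 8C libraries themselves, bins were also picked from 1 library of 8C at a time. H3K27ac bins picked in this way were marked in the other 8C library in 69.6% and 74.9% of cases and in single 8A libraries in 22.7% to 25.3%. For H3K4me3, bins picked in replicate 1 recurred in replicate 2 in 87.2% and in the 8A libraries in 3.89% and 1.91%. Those picked in replicate 2 recurred in replicate 1 in 28.3% and in the 8A libraries in 2.24% and 0.910%. H3K27me3 bins recurred in 44.0% and 42.7% of cases in the other 8C library and in 27.2% to 30.7% in 8A libraries. H3K9me3 values were closest, at 35.4% and 39.5% in the other 8C library and 30.4% to 31.4% in 8A.

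ICM and TE, the first lineages, separated over the 5 assays (exact permutation test, p = 0.00123, the smallest possible, adjusted p = 0.00733). The mean Jaccard index between ICM and TE was 0.444 for ATAC, 0.627 for H3K4me3, 0.339 for H3K27ac, 0.572 for H3K27me3 and 0.349 for H3K9me3. The within-group means were 0.628, 0.761, 0.642, 0.770 and 0.591. H3K27ac covered 96.4 Mb ± 5.02 (SD, n = 2) in ICM and 59.9 Mb ± 2.01 in TE, a log2 ratio of 0.69 and 7.18 pooled SDs. H3K9me3 covered 123 Mb ± 24.2 in ICM and 163 Mb ± 0.769 in TE (log2 ratio -0.41, 2.55 pooled SDs), and the ratio was -0.22 without ICM replicate 1 and -0.62 without ICM replicate 2. The log2 ratios of H3K4me3 (-0.26), H3K27me3 (-0.07) and ATAC (-0.02) were 1.30, 0.958 and 0.119 pooled SDs. The exact two-sided permutation p was 0.333 for each mark, the smallest possible, and 0.500 for ATAC, where 0.1 is the smallest.

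In bins, H3K27ac had 6756 only in ICM and 1725 only in TE, and the highest count of another grouping of these libraries was 94. H3K27me3 had 7770 only in ICM and 9718 only in TE, against 1215. H3K9me3 had 4687 and 10126, against 1050, and H3K4me3 had 426 and 1200, against 142. ATAC had 546 and 911, against 117, and here too the side with more bins changed when any covered base marked a bin (14535 in ICM and 10032 in TE). In lists trimmed to one covered length the share of H3K9me3 bins that were ICM-only moved from 31.6% to 52.4%, that of H3K27ac from 79.7% to 61.1% and that of H3K4me3 from 26.2% to 39.7%.

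The longest stretches found in all ICM and no TE libraries were 2.60 kb for ATAC (chromosome 5, 27956951 to 27959550), 4.60 kb for H3K4me3 (chromosome 19, 54670651 to 54675250), 12.4 kb for H3K27ac (chromosome 6, 69717851 to 69730250), 62.6 kb for H3K27me3 (X, 123261601 to 123324200) and 58.4 kb for H3K9me3 (X, 42713801 to 42772200). Those found in all TE and no ICM libraries were 3.75 kb for ATAC (chromosome 29, 40381951 to 40385700), 7 kb for H3K4me3 (chromosome 5, 27002801 to 27009800), 5.85 kb for H3K27ac (chromosome 7, 62338951 to 62344800), 44.0 kb for H3K27me3 (chromosome 12, 85078401 to 85122400) and 59.0 kb for H3K9me3 (chromosome 19, 8346001 to 8405000).

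Whole blastocysts contain both lineages. Over the 5 assays BL lists were more similar to TE than to ICM (summed difference 0.393, exact two-sided permutation test, p = 0.00147, adjusted p = 0.00733). The difference was 0.0777 for H3K4me3, 0.165 for H3K27ac, 0.0993 for H3K27me3 and 0.0561 for H3K9me3. ATAC went the other way by a small amount, with -0.0053 between means of 0.527 to TE and 0.532 to ICM, whose ranges over library pairs overlapped.

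Open chromatin was compared with the active marks of each lineage. ATAC lists were more similar to the marks of their own lineage than to those of the other lineage, with a summed difference of 0.1005 (exact two-sided permutation test, p = 0.00556, adjusted p = 0.0137). For H3K27ac, ATAC of ICM had a mean Jaccard index of 0.363 with ICM and 0.244 with TE, and ATAC of TE had 0.338 with TE and 0.298 with ICM. For H3K4me3, ATAC of TE had 0.321 with TE and 0.268 with ICM. ATAC of ICM had 0.284 with H3K4me3 of ICM and 0.296 with that of TE, so the match did not hold for that pair.

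Overlap of H3K4me3 with H3K27me3 was followed because the joint presence of these marks is a feature of poised regions. Both marks covered 2.63% ± 0.305 (SD, n = 2 pairs of same-numbered libraries) of the placed sequence in GV oocytes, 0.443% ± 0.0482 at 2C, 0.545% ± 0.0322 at 4C, 0.443% ± 0.161 at 8C, 0.221% ± 0.00592 at MO and 0.228% ± 0.02996 at BL. This shared length differed over the stages (permutation test, p = 0.00012). It depends on the length of both lists, and the test was not on the ratio to expectation given next. The overlap was 4.51 ± 0.204 times the length expected from independent placement in GV oocytes, 2.11 to 2.36 times in the means of 2C to 8C, 2.00 ± 0.0319 at MO, 1.10 ± 0.0443 at BL, 1.02 ± 0.0353 in ICM and 1.11 ± 0.0824 in TE. In 8A it was 3.54 ± 0.127 times. H3K4me3 also overlapped H3K9me3 more than expected at 2C (1.44 times), 4C (2.19), 8C (1.98) and in 8A (3.11). In these groups the excess with H3K27me3 is therefore not specific to poised regions. In GV oocytes the overlap of H3K4me3 with H3K9me3 was 0.132 times the expected length.

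**Figure D4:**
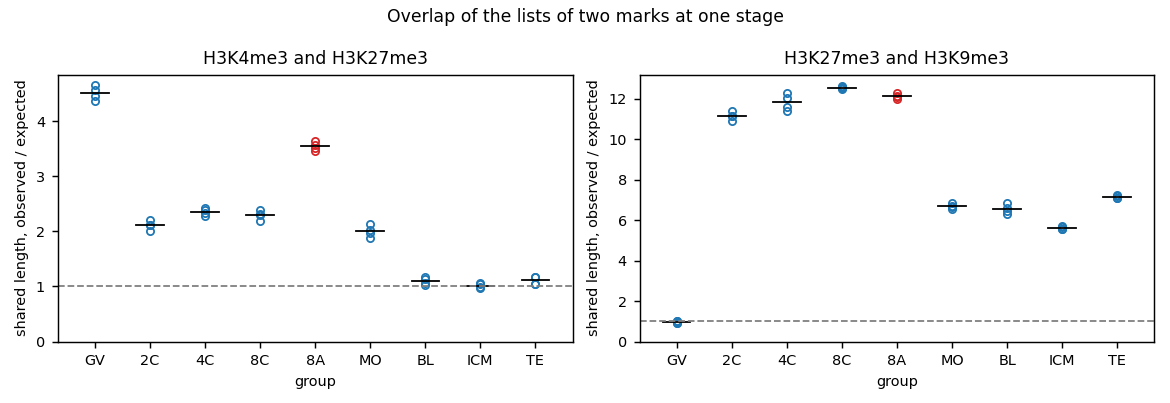
Shared length of a pair of marks divided by the length expected from independent placement (vertical axis, starting at 0), by group (horizontal axis), with the 4 pairings of libraries as circles (8A in red), means as lines and 1 as a dashed line. The H3K4me3 and H3K27me3 overlap was highest in GV, and the H3K27me3 and H3K9me3 overlap was near 1 in GV and above 10 from 2C to 8A.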

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

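All peaks on unplaced scaffolds lay outside the main measurement, which used the autosomes and X. They were looked at because the lists held signal there: over the control groups they made up 0.409% of covered length for ATAC, 1.21% for H3K4me3, 0.920% for H3K27ac, 2.62% for H3K27me3 and 8.05% for H3K9me3 (means over libraries). Looking at scaffolds by stage was chosen after the shares had been seen, and the criterion of the test below was written down before its result was known.

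For H3K9me3 the share ranged from 2.41% to 6.56% over the 8 libraries of GV to 8C and from 8.21% to 17.1% over the 8 libraries of MO to TE. A shorter list on the placed chromosomes could raise the share without any change on scaffolds. The scaffold length itself, however, was 7.66 Mb in the first set and 17.6 Mb in the second, a ratio of 2.29, so a shorter placed list is not the whole cause. Unplaced scaffolds tend to hold repeated sequence, and the treatment of ambiguously aligned reads was unknown, so reads shared between repeat copies remain open. A change of H3K9me3 at such sequence between cleavage and later stages also remains open, as no repeat annotation of this build was used here.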

How the results depend on the processing

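Of 738 values of 44 results under alternatives, 693 kept their direction and their side of the threshold, or moved by less than the replicate spread or 1.5 times, and none was counted as reversed past its threshold or spread. Tests over all stages have no direction, so the changed order of broad shares given below is not in that count. A sign change that stayed short of the threshold or within the replicate spread is not in it either. The similarity of 8A to 4C minus that to 8C was -0.0327 over 5 kb bins (exact permutation p = 0.738), and the log2 ratio of ATAC covered length in ICM to TE, -0.02, was 0.04 with joined peaks and from -0.11 to 0.06 when single libraries were left out. The 5 kb bin results, the length covered by H3K4me3 and H3K27me3 together and the X ratios were chosen after seeing the data. Promoter results, repeat shares and named genes, with their alternatives, were not run, since the annotation was of another assembly.

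Lists shortened by score do not test the broad share, since the score rises with width. For H3K4me3 and H3K27ac, 100% of the peaks of 5 kb or more were kept in each list, both in the upper 50% and in lists trimmed to one covered length. The trimmed share is then their length over a fixed length. In the trimmed lists of H3K27me3 and H3K9me3, 15.8% and 33.3% or more of these peaks were kept. The permutation p values under trimming, 0.363 for H3K4me3, 0.104 for H3K9me3 and 0.0122 for H3K27me3, thus say nothing of stability, and neither does 0.0732 for H3K9me3 in the upper 50%. Other results did move in the trimmed lists, which favour wide peaks. Joining peaks within 3 kb left the H3K4me3 call in place but turned the order of stages around, with a broad share of 68.2% in GV oocytes and 44.4% at BL where the lists as called gave 1.15% and 10.0%. The H3K27ac share likewise became 67.8% in GV oocytes and 55.1% at BL, from 2.67% and 5.42%. In lists trimmed to one covered length, the similarity of 8A to 4C minus that to 8C rose from 0.0459 to 0.114 and passed the threshold (exact permutation p = 0.00463). With the 10 kb limit the broad share gave p = 0.0553 for H3K4me3 and p = 0.0173 for H3K27me3 (permutation tests). With trimming to one covered length, differing bins fell to 1463 (H3K4me3), 3775 (H3K27ac) and 3319 (H3K9me3) for 8A against 8C. For ICM against TE they fell to 4570 (H3K27ac) and 8401 (H3K27me3). These falls follow in part from the shorter lists. With any base of a bin covered, the counts were 6969 (H3K4me3) and 45366 (H3K27ac) for 8A against 8C and 24567 (ATAC), 5269 (H3K4me3) and 26656 (H3K27ac) for ICM against TE. The larger side changed with this rule for H3K27ac in 8A against 8C, where 8A had 67.8% of the bins in place of 41.5%, and for ATAC, where ICM had 59.2% in place of 37.5%. ATAC bins fell to 961 with the upper 50%. Joining peaks moved the 8A to 8C log2 ratio of covered length from -0.69 to -0.48 for H3K4me3 and from 0.14 to 0.37 for H3K27ac. The cause was not tested where the construction does not give it.

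Leaving out single libraries gave p from 0.0104 to 0.0723 for H3K9me3 covered length, with p above 0.05 without GV replicate 1, GV replicate 2, 2C replicate 1 or 2C replicate 2, and p from 0.00817 to 0.0503 for its broad share, the highest without BL replicate 1 (permutation tests). The similarity of 8A to 4C minus that to 8C ranged from 0.0220 to 0.0697. Its highest value, without H3K4me3 8C replicate 1, had an exact permutation p of 0.0154. The log2 ratio of covered length ranged from -1.01 to -0.30 for H3K4me3 8A against 8C, the ends being 8C replicates 1 and 2 left out, and from -0.62 to -0.22 for H3K9me3 ICM against TE, the ends being ICM replicates 2 and 1. A bin must be marked in all libraries of a group, so counts rise when a library is left out. For 8A against 8C they ranged from 3017 to 8935 (H3K4me3, the highest without 8C replicate 1), 10148 to 10478 (H3K27me3) and 10068 to 10835 (H3K9me3). Leaving out any of the 4 libraries raised the count by over 1.5 times for H3K27me3 and H3K9me3, and only 8C replicate 1 did so for H3K4me3. H3K27ac counts there were 9140 to 10148. A lone remaining library has no replicate, so these counts have no test.

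Coverage of bins gave no sign that replicate numbers pair the samples, but list length did for some. ATAC replicates 1, 2 and 3 covered 84.0, 98.6 and 82.8 Mb in ICM and 85.2, 99.7 and 84.7 Mb in TE. BL did not follow this order, at 82.9, 105 and 119 Mb. A batch shared by same-numbered ATAC libraries of ICM and TE thus remains open. Deviations of same-numbered libraries from their group means correlated between -0.0924 and 0.111 over 36 pairs of groups with 2 libraries, and between -0.153 and 0.0766 for ATAC. With the replicate number as a block, the 6 joint tests over 4 marks gave an exact permutation p of 0.0625, the smallest that 16 arrangements allow, so this setting says nothing of stability. The block left the other calls in place, for example exact permutation p = 0.0156 for ICM against TE, 0.00781 for BL against its lineages, 0.0312 for the ATAC match and 0.00456 for H3K9me3 covered length.

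Among the X ratios below, the small H3K4me3 difference between ICM and TE (log2 0.0418) changed sign with the upper 50% by score (-0.0437) and ranged from -0.00938 (without TE replicate 1) to 0.0931 (without TE replicate 2) when single libraries were left out. Depth was unknown for all libraries. It limits every comparison of covered length, while the trimmed lists remove only the difference in length and favour wide peaks.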

Other observations

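Chosen after the values had been seen were the joint tests of X ratios, the comparison of X ratios between assays, both score floor tests of H3K4me3, the test on regions of X and the copy number criterion for 8A, which replaced an earlier one. The test on regions of X also replaced an earlier criterion, under which the median difference had to exceed the autosomal 90th percentile. The other tests were written down before their result was known. All patterns here were found and tested on the same data and are hypotheses.

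H3K27me3 and H3K9me3, usually marks of separate repressed regions, overlapped most, relative to independent placement, in cleavage embryos. In GV oocytes their lists overlapped 0.970 ± 0.0737 times as much as independent placement (SD, n = 2 pairs), with a mean Jaccard index of 0.0424. At 4C and 8C the index between the marks was 0.580 and 0.596, against 0.607 and 0.632 between H3K27me3 replicates and 0.648 and 0.672 between H3K9me3 replicates. It was 0.621 in 8A, 0.374 at 2C, 0.235 at MO, 0.278 at BL, 0.218 in ICM and 0.390 in TE. The overlap from MO on was still 5.62 to 7.16 times that of independent placement, against 11.2 to 12.6 times in the means of 2C to 8C, so it was not confined to cleavage. Divided by the mean of the replicates, the value was 0.666 at 2C, 0.924 at 4C and 0.914 at 8C, with a mean of 0.835. A ratio of 0.8 or more had been set in advance as what a background common to both antibodies would give, so such a background is a candidate explanation for 4C and 8C, and less so for 2C. It would limit what the cleavage-stage lists of both marks say about either. True joint presence of the marks gives the same overlap and remains open. H3K4me3 lists also overlapped those of H3K27me3 and H3K9me3 more than under independent placement, 2.36 and 2.19 times at 4C, 2.30 and 1.98 times at 8C and 3.54 and 3.11 times in 8A. Such an excess is not specific to a common background. H3K4me3 and H3K27me3 overlapped 4.51 times as much as under independent placement in GV, where H3K4me3 and H3K9me3 overlapped 0.132 times as much, and 2.00 times at MO. H3K27ac lists did so 1.36 and 1.02 times at 2C and 1.33 and 1.30 times in 8A, but 0.8396 and 0.732 times at 4C and 0.448 and 0.487 times at 8C.

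The X chromosome differed between ICM and TE. The covered percentage of X divided by that of the autosomes was 1.51 ± 0.0566 (SD, n = 2) for H3K27me3 in ICM and 0.505 ± 0.0421 in TE, and 0.714 ± 0.123 in BL. H3K9me3 had 1.67 ± 0.0344 in ICM and 1.03 ± 0.0065 in TE. Over the 5 assays the summed log2 ratio of ICM to TE was 2.49 (exact two-sided permutation p = 0.00054, with ICM higher in 5 of 5 assays, 3 of them by less than 0.14). An X copy number shared by the pools of all assays would raise the other assays too. Yet the ICM to TE fold was at most 1.10 in ATAC, H3K4me3 and H3K27ac, against 2.99 in H3K27me3 and 1.62 in H3K9me3. A sex skew of the H3K27me3 pools alone stays open. The log2 ratio of 1.58 (1.49 to 1.66 when single libraries were left out) is above the value of 1 that 1 against 2 X copies would give if coverage followed copy number. It was 1.75 in the upper 50% by score and 2.21 in lists of one covered length, however, so coverage does not give a fixed multiple of copy number, and sex could act on this mark in other ways. In lists of one covered length the H3K27me3 ratios still differed by 0.984, so unequal list length is not the cause. None (0) of the 29 autosomes lay as far from the autosomal median as X, whose log2 ratio of covered percentage was 1.42, while the autosomes ranged from -0.49 to 0.29. Over 139 bins of 1 Mb on X the median ICM minus TE difference was 3.62 percentage points, the 90th percentile of autosomal bins being 3.25, and medians of single library pairs ranged from 3.00 to 4.94. In each pair of libraries at least 49.6% of the X bins lay above the 90th percentile of autosomal bins, where 10% is the share of autosomal bins, and 75.5% of the X bins had a positive mean difference. This argues against a few regions of X as the whole cause. The difference was uneven, with medians of 2.72, 1.05, 8.89 and 7.99 points in the 4 successive parts of X with equal numbers of bins (to within 1). A higher H3K27me3 coverage of X in ICM than in TE is therefore a hypothesis for data with known embryo sex.

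X also differed between 8A and 8C. The ratio was lower in 8A in each of the 4 marks, at 0.307 against 0.422 for H3K4me3, 0.255 against 0.296 for H3K27ac, 0.368 against 0.595 for H3K27me3 and 0.339 against 0.526 for H3K9me3. The joint exact two-sided permutation p was 0.00154, the smallest possible. The ratio stayed lower in 8A in 4 of 4 marks in lists of one covered length, so unequal list length is not the cause. The folds ran from 1.15 to 1.61, a span of 0.485 in log2 where the largest pooled SD was 0.115. This argues against one shift by the same fold in all marks. Unlike in ICM and TE, however, all the assays compared moved, coverage need not follow copy number in proportion, and the pools of different marks may differ in sex. A difference in X copy number between the pools therefore cannot be told apart from an effect of the inhibitor. At 4C the ratio was 0.321 for H3K4me3, 0.225 for H3K27ac, 0.428 for H3K27me3 and 0.439 for H3K9me3, below 8C in each mark. In 8A it lay below 4C in all marks but H3K27ac. The values thus do not settle how far 8A fell or 8C rose. The H3K27ac difference between 8A and 8C rested on 8C replicate 1, since its log2 ratio was -0.03 without that library and -0.38 without 8C replicate 2.

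The fall of H3K4me3 coverage from GV to BL was set against a score floor that stands in for depth. A higher floor would go with deeper sequencing, if the score is a count, and a deeper library can give a longer list. A stricter threshold as such would shorten the list. The floor, the 1st percentile of the score per 200 bp of peak, was 8.58 in GV and 7.54 in BL, a ratio of 1.14, while GV covered 3.26 times the length of BL. The floors thus differed far less than the lengths, but the floor also moved with peak width and does not measure depth itself. H3K4me3 BL replicate 1 and ICM replicate 1 had the same lowest score of 10. Their floors were 7.44 and 4.00, at median widths of 800 and 1400 bp. Depth is therefore not excluded as a cause for BL. For the other late groups depth stays open as well. Their floor was 4.11 in MO, 4.00 in ICM and 4.27 in TE, at least 2.01 times lower than in GV, while GV covered 3.44, 4.14 and 3.44 times their length. Other depth effects, such as library complexity, could not be tested.

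ATAC bins that separate ICM from TE numbered 1457. Of the 10 splits of these 6 libraries, 1 gave as many, the real one, and the highest of the others gave 117. A share below 0.1 cannot arise with 10 splits, so this count alone cannot exclude chance at 0.05.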
